A study of Zymomonas mobilis subsp. mobilis ZM4 = ATCC 31821 with 12 samples. Its data were reported in "Transcriptomic data sets examining several stress responses in Zymomonas mobilis strains" (2026).

How the data were processed

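RNA was measured in 12 libraries of Zymomonas mobilis ZM4, 3 for each combination of strain (WT, or the deletion strain ∆ZMO_0422) and gas (aerobic, 25% oxygen, 70% nitrogen and 5% carbon dioxide; anaerobic, 95% nitrogen and 5% carbon dioxide). Per the labels, cells grew at 30°C in a rich defined medium buffered at pH 6.0, RNA came from a hot phenol extraction, ribosomal RNA was depleted, and strand-specific libraries were read as pairs of 150 bases on an Illumina HiSeq instrument. The submitters' processing notes name Trimmomatic 0.3, BWA 0.7.17, Picard 2.26.10, SAMtools 1.2, HTSeq 0.6.0 and edgeR 3.30.3. The genome build, the mapping quality minimum and the strand setting of the counting are not given in the sources used here, so reads of overlapping or antisense genes may be shared.

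The authors deposited raw HTSeq counts for 1902 genes with 5 summary lines, and FPKM values for the same genes. The 5 summary lines were kept out of library sizes and tests. They held reads of too low mapping quality (15.2% to 21.3% of a library's table total), ambiguous reads (3.89% to 4.51%), reads in no gene (2.20% to 2.54%) and reads not aligned (0.509% to 1.77%). The FPKM values of the authors were scaled to the table total with those summary lines, since this total gave the deposited FPKM within 0.1% for 1901 of 1901 genes with counts in every library and the total over genes gave it for 0. Reads of low mapping quality include reads that map to more than 1 place, so near-identical copies are undercounted and are uncertain. No rRNA or tRNA gene was found among the gene identifiers that could be annotated, and 17 could not. Names came from a RefSeq gene table of assembly ASM305457v1, which matched 1885 of the 1902 gene identifiers and left 17 without a match. It was used for names and for which genes neighbour each other, and 593 genes have a symbol. Other genes are called by their ZMO locus number or locus tag.

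Gene counts per library were 19540787 to 25516767. The main test was the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3), two-sided, with TMM normalization, robust dispersion and a means model of the 4 groups over all 12 libraries. The expression filter of edgeR (minimum count 10, by group) left 1896 genes and removed 6. The Benjamini-Hochberg method adjusted p over the 1896 genes, and a gene was called at adjusted p under 0.05. All adjusted p-values of single genes below are from this test. The number of genes called with at least a 2-fold change is given beside each count. The contrasts were: mutant against WT with and without oxygen, aerobic against anaerobic in each strain, and the interaction, which is the aerobic minus the anaerobic mutant to WT log2 fold change. Levels are CPM, counts scaled to a common library size, after TMM. Errors are the SE of a log2 fold change or the SD of 3 libraries. The SE of a log2 fold change is its absolute value divided by the square root of F. It rests on a spread estimated over all 12 libraries and moderated across genes. It can therefore be smaller or larger than the spread of the 2 groups compared would give. The SE of FPKM gained comes from the 3 libraries of each group. The labels do not say that the 3 libraries of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

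On simulated data with the means and library sizes of the real libraries (1896 genes), the test recovered 80% to 82% of the genes changed 1.25-fold in the single-factor contrasts and 48% in the interaction. It recovered 94% to 98% of those changed 1.5-fold, and 4.49% to 5.94% of its calls were false. With no simulated change it called 0 genes. Every group was given the same mean per gene, and 50 genes at each fold size were changed in a single group. Counts were drawn from the negative binomial model that the test assumes. Fewer genes were changed than the real comparisons called, so the share of false calls need not hold for the real data. The biological coefficient of variation was 0.0608.

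Gene lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the 25 lists with at least 3 members within each comparison, and again with an estimated correlation. Before the data were examined, 12 of the lists used here, the tests, the alternatives and the rule for named genes were fixed. These are Fe-S cluster assembly, Fe-S proteins, nitrogen fixation and Rnf, the glucose to ethanol pathway, respiratory chain, ATP synthase, oxidative stress defence, iron and TonB-dependent uptake, chaperones and proteases, flagella and chemotaxis, sulfur assimilation and cysteine, and plasmid genes. Because the gene table gives no products, the loci fixed as a fallback were used, and the iron uptake list then had 2 members and no set test. Lists of ribosomal proteins, isoprenoid and hopanoid synthesis, mobile elements and phage, and rRNA and tRNA genes were also planned by product, without fallback loci. Ribosomal proteins and isoprenoid and hopanoid synthesis were later defined by symbol, and the others were not run. A further 14 lists were defined by gene symbol after the files were opened and before any fold change was computed. These are ribosomal proteins, isoprenoid and hopanoid synthesis, CRISPR, Fe-S proteins by symbol, oxidative stress by symbol, chaperones and proteases by symbol, heme synthesis, cytochrome c maturation, methionine synthesis, histidine synthesis, purine synthesis, phosphate uptake, phage shock and aminoacyl-tRNA synthetases. Some lists share genes, and all 6 chaperones of the first list are among the 18 of the list by symbol.

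Named genes are ZMO_0422 in every library, the 7 genes on either side of it with their mutant to WT values, and per comparison the 10 largest rises and 10 largest falls among called genes with a mean log2 CPM of at least 4 and groups that do not overlap. For the interaction, the 10 genes of smallest p were taken. Up to 4 members of smallest p were taken per list. The text summarises part of these, and other genes are named with the remark that they were chosen after their values were seen. Fisher's exact test (two-sided) compared lists of calls. It takes genes as independent, which genes that change together are not, and the comparisons share 1 fit. Its p-values may therefore be too small. Alternatives were RLE size factors, no filter, DESeq2 1.42.0, a replicate block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), a filter at FPKM 1 in 3 libraries, a fit of only the 6 libraries compared, and leaving out each library. The paper lists the same read total for some pairs of samples from different groups, so copies were looked for. Within groups the libraries differed by 8.57 to 78.8 chi-square units per degree of freedom. Over all pairs, within and between groups, at most 0.526% of genes had equal counts. None was therefore a copy of another, and all 12 were used.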

Results

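Transcripts were measured by RNA-seq in Zymomonas mobilis ZM4, an aerotolerant bacterium that ferments glucose to ethanol. The WT and a strain lacking ZMO_0422, a predicted transcription factor of the Rrf2 family, were each grown with oxygen and without it. Each of the 4 groups had 3 libraries with 19540787 to 25516767 gene counts. The 10 most abundant genes held 16.5% to 20.9% of the counts of a library. On a principal component analysis of log2 CPM, the first component held 70.1% of the variance and separated aerobic from anaerobic libraries. The second held 15.2% and separated the strains, with WT libraries from -8.78 to -1.77 and mutant libraries from 4.01 to 6.41. Aerobic mutant replicate B lay farther out on the first component (-19.2) than replicates A (-16.6) and C (-16.5).

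The deleted gene was lower in the mutant but its locus still carried reads. In WT, ZMO_0422 had 86.3, 81.8 and 90.6 CPM in the aerobic replicates A, B and C, and 18.5, 21.9 and 18.7 CPM in the anaerobic ones. In the mutant it had 15.0, 14.1 and 12.8 CPM with oxygen and 9.73, 11.9 and 10.7 CPM without, from 205 to 381 counts per library. The mutant to WT log2 fold change was -2.63 ± 0.09 (SE, n = 3 per group; adjusted p = 3.35e-11) with oxygen and -0.88 ± 0.10 (adjusted p = 8.23e-05) without. The extent of the deletion is not given in the sources used here, so reads outside the deleted part cannot be separated from the rest. In WT the gene was 2.13 ± 0.09 higher on the log2 scale with oxygen.

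The first question was which transcripts change when ZMO_0422 is absent. The suf genes beside it, which encode the machinery that builds iron-sulfur (Fe-S) clusters, were among the transcripts that rose the most with oxygen and rose the most without it. With oxygen, sufB rose from 893 ± 13.3 CPM in WT to 11325 ± 391 CPM in the mutant (SD, n = 3), a 12.7-fold change. Without oxygen it rose from 181 ± 10.3 to 6498 ± 212 CPM, a 35.9-fold change. All 6 members of the Fe-S cluster assembly list rose in both conditions (6 of 6 also when adjusted over the list alone), with a median log2 fold change of 3.02 aerobically and 4.46 anaerobically. The list consists of sufB, sufC and ZMO_0426 to ZMO_0429, the same neighbours of ZMO_0422 that are given singly below. Its set test is therefore not separate evidence. Camera gave adjusted p = 3.26e-94 with oxygen at the preset correlation. With an estimated correlation the adjusted p was 6.95e-06 with oxygen and 1.13e-08 without.

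The fold change fell off with distance from ZMO_0422, while the FPKM gained (mutant minus WT mean) did not fall steadily. With oxygen that gain was 2394 for sufC, 2477 for ZMO_0427, 649 for ZMO_0428 and 1871 for ZMO_0429. Without oxygen it was 1280, 1349, 356 and 949. The aerobic log2 fold changes were 3.66 ± 0.05 for sufB, 3.30 ± 0.08 for sufC, 3.16 ± 0.07 for ZMO_0426, 2.88 ± 0.04 for ZMO_0427, 2.57 ± 0.10 for ZMO_0428, 2.56 ± 0.05 for ZMO_0429 and 2.49 ± 0.06 for ZMO_0430. The anaerobic values in the same order were 5.16 ± 0.06, 4.84 ± 0.09, 4.73 ± 0.08, 4.19 ± 0.05, 3.62 ± 0.11, 3.29 ± 0.06 and 2.33 ± 0.06, and the highest adjusted p of these 14 values was 1.74e-10. The next gene, dapD of lysine synthesis, rose by 1.20 ± 0.08 without oxygen (adjusted p = 1.88e-07). Its aerobic value of 1.45 ± 0.08 (adjusted p = 8.09e-09), and the gene after it, ZMO_0432, with 0.21 ± 0.08 aerobically and -0.01 ± 0.08 anaerobically, were added after their values were seen. On the other side of ZMO_0422, hisC had 0.00 ± 0.03 and -0.04 ± 0.03, and tyrC had -0.07 ± 0.04 and -0.15 ± 0.04. The anaerobic fall of tyrC (adjusted p = 0.0176) did not pass without WT anaerobic replicate B (-0.12, adjusted p = 0.0813), mutant A (-0.15, 0.0631) or mutant C (-0.14, 0.0670). Among the other 5 genes on that side, ZMO_0414 rose by 0.29 ± 0.05 with oxygen (adjusted p = 0.000312) and no other value passed.

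**Figure D1:**
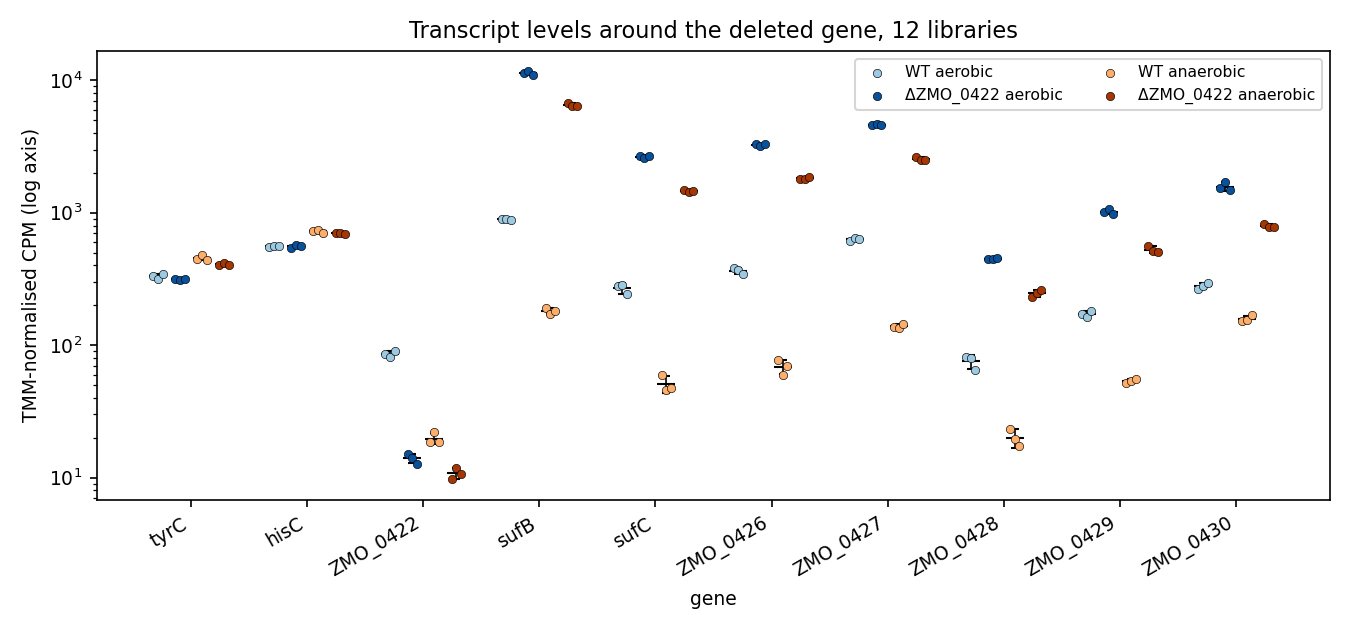
TMM-normalised CPM (log axis) of ZMO_0422 and its neighbours in chromosomal order, with 1 point per library and bars for the mean and SD of 3 libraries. sufB lies near 181 CPM in anaerobic WT and at 6498 CPM in the anaerobic mutant, while hisC and tyrC lie close together in both strains.

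**Figure D2:**
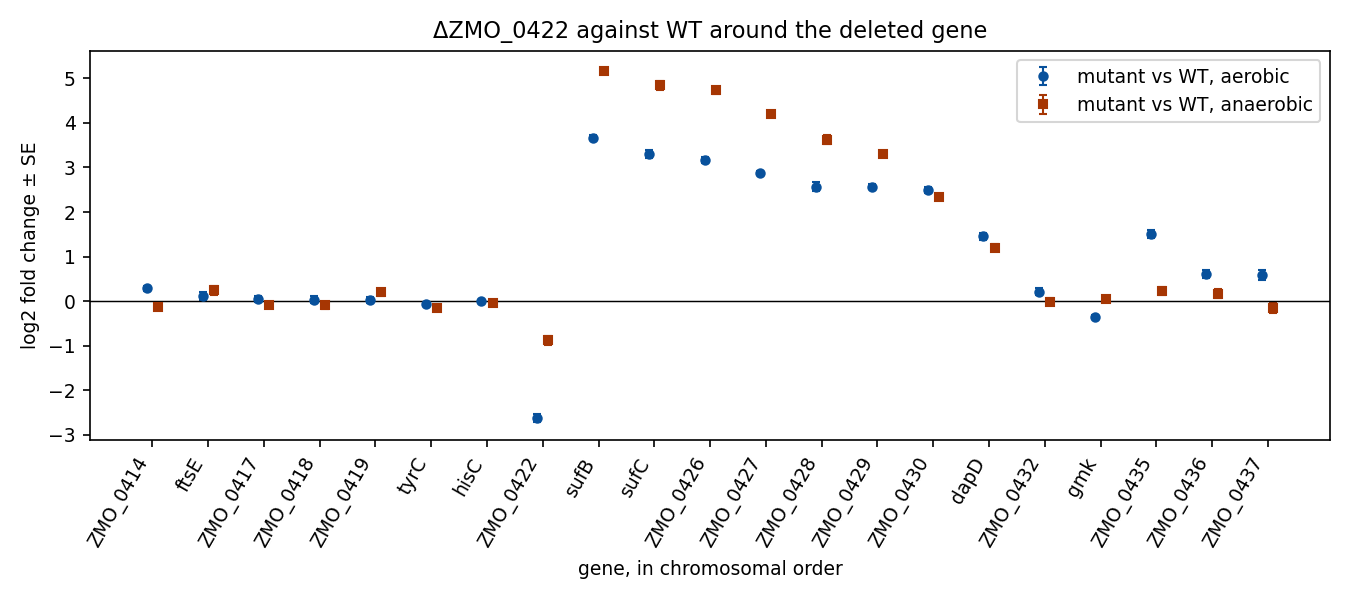
Mutant to WT log2 fold change with its SE for the genes around ZMO_0422 in chromosomal order, with oxygen (circles) and without (squares). The values fall from sufB to dapD, where they are 1.45 and 1.20, and are 0.21 and -0.01 at the next gene, ZMO_0432.

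With oxygen, the mutant also had higher levels of phage shock, chaperone and phosphate uptake transcripts and of many plasmid genes. ZMO_1062 rose from 15.0 ± 0.93 to 200 ± 37.2 CPM, which was 3.74 ± 0.13 on the log2 scale (SE, n = 3 per group; adjusted p = 3.96e-11). The phage shock genes, which respond to damage of the inner membrane in other bacteria, rose together, with 2.77 ± 0.11 for pspA, 2.72 ± 0.13 for pspB, 2.61 ± 0.13 for pspC and 0.31 ± 0.07 for the regulator pspF. The list of 4 gave camera adjusted p = 5.92e-09 at the preset correlation and adjusted p = 0.0958 with an estimated correlation. Aerobic mutant replicate B had the highest ZMO_1062, pspA, pspB and pspC levels, and without it the changes of ZMO_1062 and pspA were 3.56 and 2.58.

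All 6 chaperones of the chaperones and proteases list rose in the aerobic mutant (6 also when adjusted over the list alone), among them the disaggregase gene clpB by 0.70 ± 0.05, dnaK by 0.46 ± 0.04 and groL by 0.41 ± 0.04. Camera gave adjusted p = 0.00246 at the preset correlation and adjusted p = 0.321 with an estimated one. Of the 18 genes of the list by symbol, 14 rose and 2 fell, including rises of rpoH, the heat shock sigma factor (0.91 ± 0.05), the protease gene ftsH (0.59 ± 0.04) and hslU (0.56 ± 0.05). That list had adjusted p = 0.000326, and adjusted p = 0.209 with an estimated correlation. Of 6 phosphate uptake genes 4 rose, with 0.94 ± 0.06 for pstS, which encodes the phosphate-binding protein, and 0.82 ± 0.06 for phoU (camera adjusted p = 0.0133, and adjusted p = 0.510 with an estimated correlation). Of 137 plasmid genes 75 rose and 9 fell (the same 75 and 9 as counts when adjusted over the list alone), with ZMO1_RS09205 up by 1.15 ± 0.12 and ZMO1_RS09600 by 1.02 ± 0.09 (adjusted p = 0.000725, and adjusted p = 0.596 with an estimated correlation).

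Some flagellar and ribosomal protein genes were lower in the aerobic mutant by small amounts, while most members of both lists were not called. Of 42 flagella and chemotaxis genes 17 fell and 0 rose (16 and 0 when adjusted over the list alone), with -0.42 ± 0.05 for fliG and -0.39 ± 0.05 for fliF (camera adjusted p = 0.00936, and adjusted p = 0.510 with an estimated correlation). Of 51 ribosomal protein genes 18 fell and 1 rose (9 and 0 when adjusted over the list alone), with -0.24 ± 0.04 for rpsJ (adjusted p = 0.0253, and adjusted p = 0.791 with an estimated correlation). The largest falls of single genes were ZMO_1437, from 190 ± 9.46 to 60.2 ± 10.8 CPM (-1.66 ± 0.10), ZMO_1457 (-1.19 ± 0.22), ZMO_0902 (-1.07 ± 0.33), ZMO_1334 (-1.07 ± 0.28) and ZMO_1983 (-1.02 ± 0.14). The fall of ZMO_0902 (adjusted p = 0.0178) did not pass without WT aerobic replicate C (-0.69, adjusted p = 0.0820) or mutant aerobic replicate A (-0.88, adjusted p = 0.053).

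Proteins that carry Fe-S clusters did not move as a group with the deletion. In the list of 5, 1 gene rose (ispG, 0.12 ± 0.04) and 1 fell (ZMO_0543, -0.23 ± 0.05) with oxygen (2 and 1 when adjusted over the list alone), and 0 rose and 1 fell without it (camera adjusted p = 0.952 and 0.767). The median of the list with oxygen was 0.03 (-0.03 to 0.05 on leaving out 1 library) but -0.04 without composition normalization, and its mean (-0.02) and its test pointed down. The rise of ispG did not pass without WT aerobic replicate A (0.08) or B (0.10) or mutant aerobic replicate A (0.09) or C (0.10), and its anaerobic fall (-0.14 ± 0.04) not without mutant anaerobic replicate C (-0.12). Of the 25 genes of the list by symbol 4 rose and 9 fell with oxygen (5 and 10 when adjusted over the list alone; adjusted p = 0.295), with hcp, which encodes the hybrid cluster protein, up by 0.67 ± 0.07 and thiC of thiamine synthesis down at -0.55 ± 0.05.

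In total 1004 of 1896 genes were called between mutant and WT with oxygen, 522 higher and 482 lower in the mutant, and the median size of these changes was 0.28 on the log2 scale. At least a 2-fold change was seen in 53 genes, 47 higher and 6 lower. The split between higher and lower depends on the scaling. It was 370 and 669 without composition normalization, an alternative chosen after seeing the data, and 340 and 535 on log2(FPKM + 1).

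**Figure D3:**
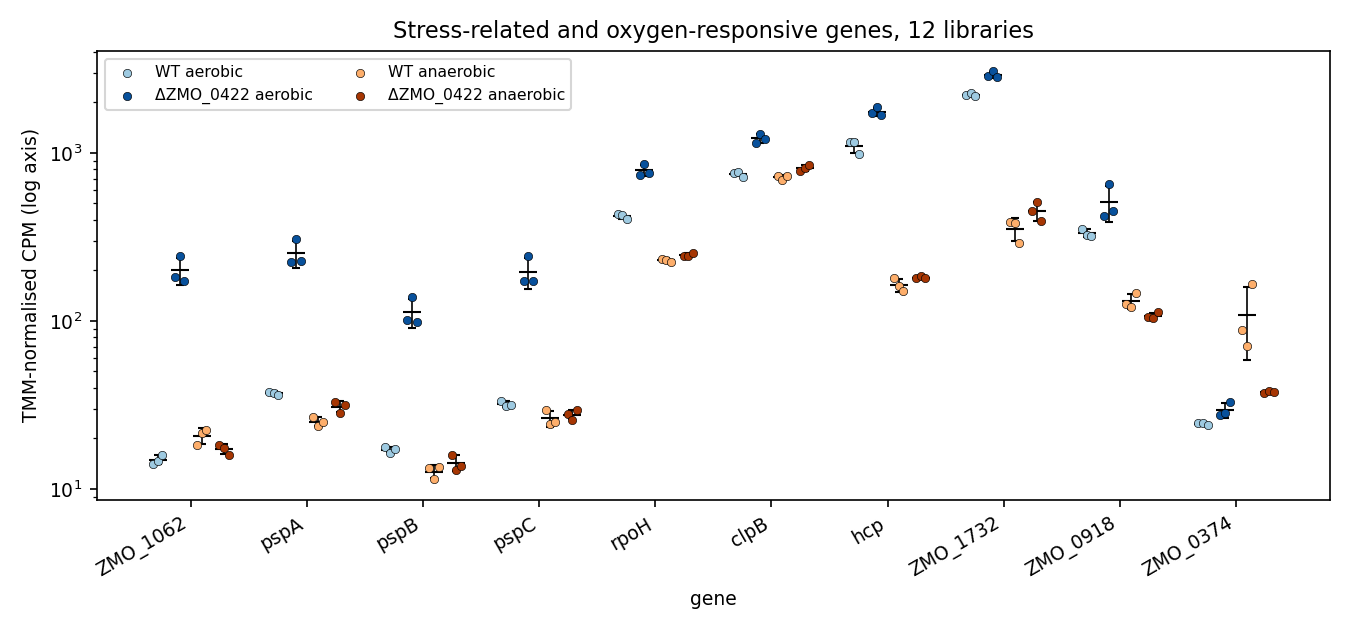
TMM-normalised CPM (log axis) of 10 stress-related and oxygen-responsive genes, with 1 point per library and bars for the mean and SD of 3 libraries. ZMO_1062 is at 200 CPM in the aerobic mutant and between 15.0 and 20.8 CPM in the other groups, and ZMO_0374 is highest in the anaerobic WT libraries, which also spread the most.

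Without oxygen the deletion changed fewer genes past the threshold, and the suf genes described above stood far apart from the rest. Chaperone transcripts rose here too, with 0.35 ± 0.04 for dnaJ, 0.36 ± 0.04 for groL and 0.47 ± 0.09 for groES. All 6 of the chaperones and proteases list (6 also when adjusted over the list alone) and 10 of 18 by symbol rose, with camera adjusted p = 0.0129 and 0.0187. With an estimated correlation the adjusted p was 0.627 for both. Levansucrase (ZMO_0374) and the sucrase gene next to it (ZMO_0375), which act on sucrose, were lower in the mutant, at -1.52 ± 0.24 (adjusted p = 0.00184) and -0.90 ± 0.20 (adjusted p = 0.00738). ZMO_0374 had 108 ± 50.1 CPM in anaerobic WT and 37.7 ± 0.45 CPM in the mutant, and without WT anaerobic replicate C the changes of ZMO_0374 and ZMO_0375 were -1.08 and -0.53.

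Other anaerobic falls were -0.85 ± 0.13 for ZMO_1976, -0.70 ± 0.10 for ZMO_1286, -0.66 ± 0.13 for ZMO_2001, -0.66 ± 0.11 for ZMO_0022, -0.63 ± 0.09 for ZMO_0021 and -0.58 ± 0.10 for ZMO_0020. Of the respiratory chain list, cydB of the cytochrome bd oxidase fell by 0.44 ± 0.05 and its neighbour ZMO_1571 was at -0.40 ± 0.05, while petA rose by 0.31 ± 0.07. The list as a whole had 1 gene higher and 3 lower (1 and 3 when adjusted over the list alone; adjusted p = 0.671). The 4 phage shock genes had values from 0.07 to 0.30, none past the threshold (adjusted p = 0.767 for the list). Of 42 flagella and chemotaxis genes 12 rose and 4 fell (13 and 4 when adjusted over the list alone; adjusted p = 0.0944).

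In total 432 of 1896 genes were called without oxygen, 190 of them (44.0%) higher in the mutant and the others lower, and 17 changed at least 2-fold (8 higher, 9 lower). This count depends on which libraries are kept. It fell to 49.8% of its size without mutant anaerobic replicate A, 55.1% without WT anaerobic replicate C, 56.0% without mutant C, 61.8% without WT B and 69.7% without mutant B. It rose to 137% without WT anaerobic replicate A. Of the 215 genes called without mutant A, 214 were also in the main count, as were 387 of the 590 called without WT A. The tests on log2(FPKM + 1) called 207 genes, with the split turned to 122 higher and 85 lower.

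The interaction asks for which genes the effect of the deletion differed between the gas conditions. The suf genes rose by a larger fold without oxygen, although sufB gained more FPKM with oxygen (5379 ± 156, SE) than without (2941 ± 56.4): the interaction was -1.50 ± 0.07 for sufB, -1.54 ± 0.11 for sufC, -1.56 ± 0.10 for ZMO_0426, -1.31 ± 0.06 for ZMO_0427, -1.05 ± 0.14 for ZMO_0428 and -0.73 ± 0.08 for ZMO_0429. All 6 of the Fe-S cluster assembly list passed (6 also when adjusted over the list alone; camera adjusted p = 2.20e-23, and adjusted p = 0.00185 with an estimated correlation). For ZMO_0430 the interaction was 0.16 ± 0.08 (adjusted p = 0.134). The genes with a larger mutant to WT change in oxygen included ZMO_1062 (4.0 ± 0.18), ZMO_1807 (2.46 ± 0.12), ZMO_1034 (2.45 ± 0.16), ZMO_1045 (2.29 ± 0.14) and the phage shock genes pspA (2.47 ± 0.16), pspB (2.55 ± 0.19) and pspC (2.54 ± 0.18).

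By list, 3 of 4 phage shock genes had a positive interaction (camera adjusted p = 7.66e-09, and adjusted p = 0.0969 with an estimated correlation). So did 4 of 6 phosphate uptake genes, led by pstS with 0.85 ± 0.09 (6 of 6 when adjusted over the list alone; adjusted p = 0.00440, and adjusted p = 0.495 with an estimated correlation), and 50 of 137 plasmid genes against 2 negative (50 and 1 when adjusted over the list alone; adjusted p = 0.00325, and adjusted p = 0.657 with an estimated correlation). The interaction was negative for 18 of 42 flagella and chemotaxis genes and positive for 0 (19 and 0 when adjusted over the list alone), with -0.78 ± 0.07 for fliG and -0.71 ± 0.07 for fliF (adjusted p = 2.91e-06, and adjusted p = 0.174 with an estimated correlation). It was negative for 15 of 51 ribosomal protein genes and positive for 0 (14 and 0 when adjusted over the list alone; adjusted p = 0.00106, and adjusted p = 0.657 with an estimated correlation). In total 767 of 1896 genes had an interaction past the threshold, 435 positive and 332 negative, and 63 of them at least 2-fold (51 positive, 12 negative). The positive share, 56.7%, was 40.3% (330 and 488 genes) without composition normalization and 40.8% on log2(FPKM + 1).

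The calls of the 2 genotype comparisons, which share no library, overlapped in 235 genes, of which 142 changed in the same direction and 93 in opposite directions. There were 63 genes higher in both, where independent lists would share 52.3 (Fisher's exact p = 0.0722), and 79 lower in both, where 61.5 would be shared (Fisher's exact p = 0.00711). Higher with oxygen and lower without were 52, against 66.6 for independent lists (Fisher's exact p = 0.0253). The reverse held for 41, against 48.3 (Fisher's exact p = 0.219).

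The second question was how transcripts change with oxygen in the parent strain. In WT, genes against reactive oxygen species were higher with oxygen and genes of fermentation and ATP synthesis were lower. All 5 genes of the oxidative stress defence list rose (5 also when adjusted over the list alone), among them ZMO_1732, an alkyl hydroperoxide reductase, by 2.66 ± 0.11 (353 ± 55.1 to 2225 ± 34.0 CPM), the superoxide dismutase gene ZMO_1060 by 1.84 ± 0.08 and the glutathione reductase gene gorA by 1.76 ± 0.08. Camera gave adjusted p = 2.26e-07 at the preset correlation and adjusted p = 0.0468 with an estimated one. Of the 10 genes of the oxidative stress list by symbol 5 rose and 2 fell, with the glutaredoxin gene grxC up by 1.54 ± 0.05 (adjusted p = 0.00473, and adjusted p = 0.221 with an estimated correlation). The hybrid cluster protein gene hcp rose by 2.75 ± 0.08, from 164 ± 14.8 to 1101 ± 99.6 CPM.

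All 6 genes of the Fe-S cluster assembly list rose with oxygen in WT (6 also when adjusted over the list alone), with 2.30 ± 0.05 for sufB and 2.41 ± 0.07 for ZMO_0426 (camera adjusted p = 3.04e-25, and adjusted p = 0.00125 with an estimated correlation). All 6 sulfur assimilation genes rose as well (6 also when adjusted over the list alone), with 0.86 ± 0.04 for the sulfite reductase gene cysI and 1.02 ± 0.06 for ZMO_0007 (adjusted p = 0.000464, and adjusted p = 0.221 with an estimated correlation). Of 15 genes of isoprenoid and hopanoid synthesis 10 rose and 3 fell, with 0.70 ± 0.04 for ispH and 0.64 ± 0.04 for hpnH (adjusted p = 0.00874, and adjusted p = 0.221 with an estimated correlation). Of the flagella and chemotaxis list 30 of 42 rose and 3 fell (30 and 3 when adjusted over the list alone), with 0.93 ± 0.05 for fliF (adjusted p = 2.26e-07, and adjusted p = 0.132 with an estimated correlation). Of 137 plasmid genes 65 rose and 10 fell (62 and 10 when adjusted over the list alone; adjusted p = 0.0204, and adjusted p = 0.541 with an estimated correlation). The NADH dehydrogenase gene ZMO_1113 rose by 2.39 ± 0.11, while the respiratory chain list of 9 had 5 genes higher and 2 lower (5 and 2 when adjusted over the list alone; adjusted p = 0.0994).

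In the glucose to ethanol pathway 13 of 14 genes fell with oxygen in WT and 1 rose (13 and 1 when adjusted over the list alone). The falls included the glucose facilitator ZMO_0366 (-1.13 ± 0.05), zwf (-0.87 ± 0.05) and the pyruvate decarboxylase gene ZMO_1360 (-0.76 ± 0.05), whose level was 37840 ± 2842 CPM without oxygen and 22330 ± 410 CPM with it. Camera gave adjusted p = 2.26e-07 and, with an estimated correlation, adjusted p = 0.221. All 9 ATP synthase genes fell (9 also when adjusted over the list alone), with -0.92 ± 0.05 for atpD (adjusted p = 2.26e-07, and adjusted p = 0.221 with an estimated correlation). Of 51 ribosomal protein genes 39 fell and 0 rose (40 and 0 when adjusted over the list alone), with -0.55 ± 0.04 for rpsO (adjusted p = 6.47e-05, and adjusted p = 0.401 with an estimated correlation). Of 13 purine synthesis genes 9 fell and 0 rose (10 and 0 when adjusted over the list alone), with -0.74 ± 0.04 for purF (adjusted p = 0.00282, and adjusted p = 0.303 with an estimated correlation). On leaving out 1 library the list medians were -0.309 to -0.25 for ribosomal proteins and -0.38 to -0.227 for purine synthesis. Without composition normalization the median gene moved up by 0.216 in WT. Much of the fall of either list therefore depends on the scaling.

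The largest rises of other single genes in WT were 4.04 ± 0.26 for ZMO_1457, 3.19 ± 0.11 for ZMO_0001, 2.83 ± 0.20 for ZMO_1753 and 2.79 ± 0.10 for ZMO_1437, and the largest falls were -2.17 ± 0.14 for ZMO_1976, -2.14 ± 0.25 for ZMO_0374 and -1.86 ± 0.12 for ZMO_0022. The size of the ZMO_0374 fall leans on WT anaerobic replicate C, at 165 CPM against 88.4 in A and 71.2 in B. Aerobic WT had 24.7, 24.7 and 24.1 CPM. In total 1246 of 1896 genes were called, 593 higher and 653 lower with oxygen, and 112 changed at least 2-fold (74 higher, 38 lower). All oxygen changes are relative to TMM scaling. Without composition normalization the median gene moved up by 0.22 in WT and 0.15 in the mutant, and the WT split was then 1015 higher and 318 lower, and 967 and 271 on log2(FPKM + 1).

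**Figure D4:**
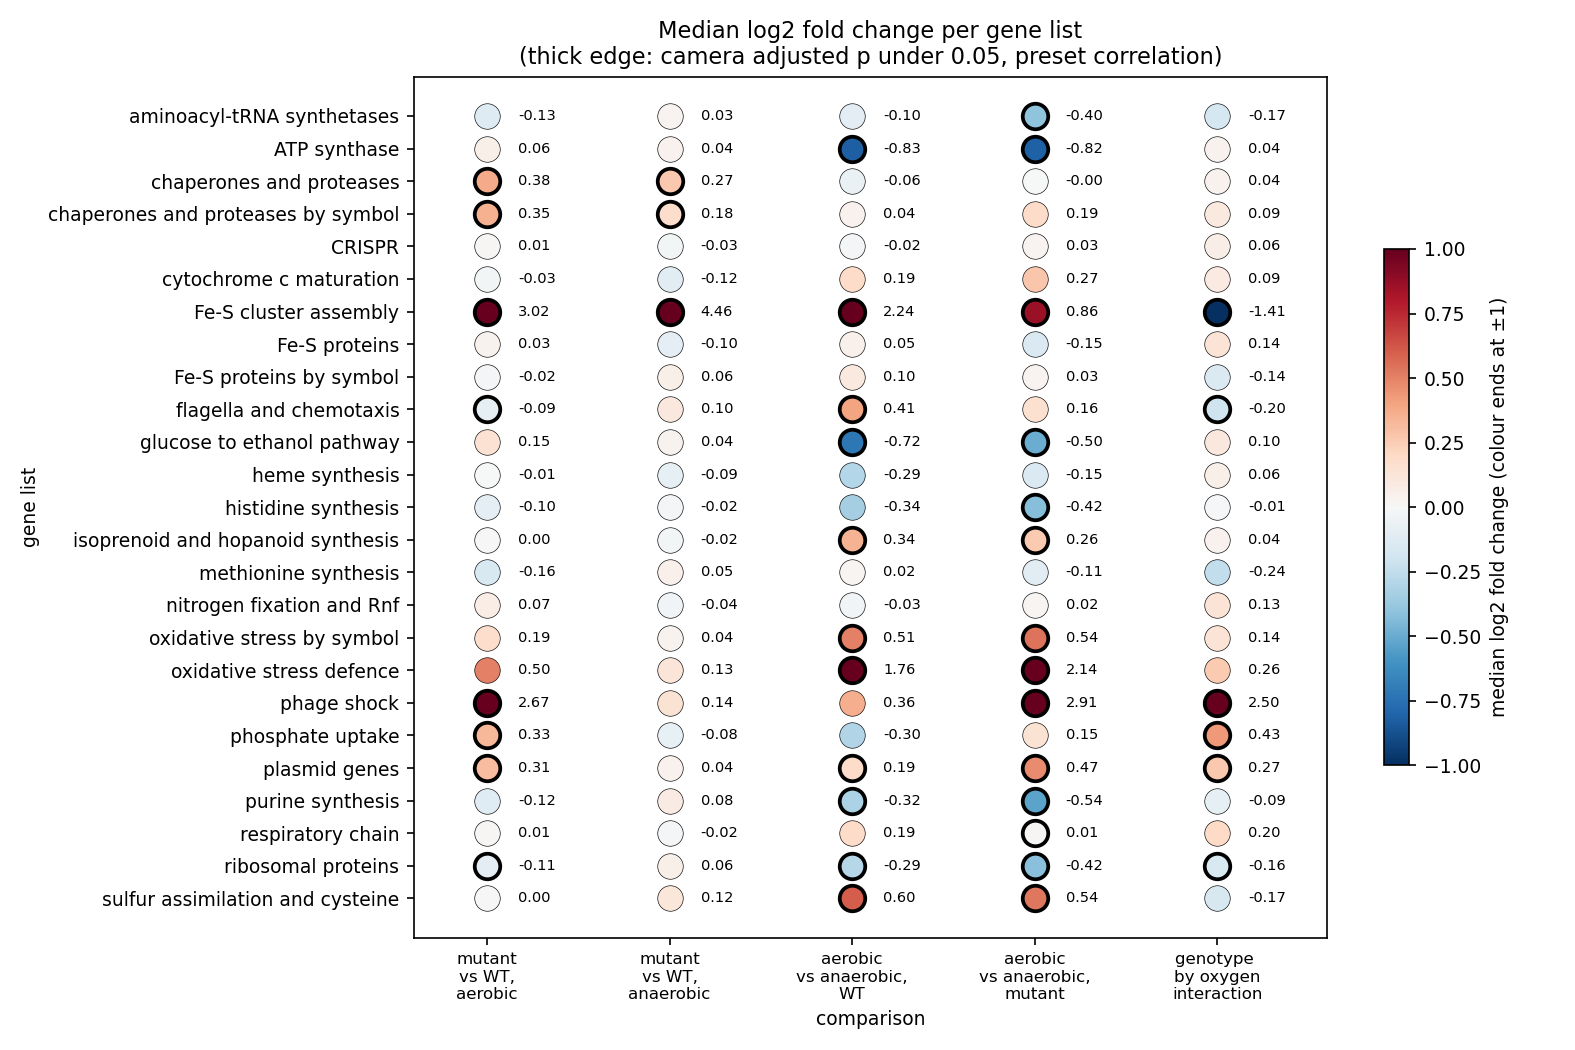
Median log2 fold change of the members of 25 gene lists in the 5 comparisons, with the value printed beside each circle, colour from -1 to 1 and a thick edge where camera passed at the preset correlation. Fe-S cluster assembly has medians of 3.02 and 4.46 in the genotype comparisons, and no list with a thick edge changed the sign of its median without composition normalization.

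In the mutant most of the oxygen response had the WT direction: 992 genes were called in both strains, 937 of them in the same direction. There were 467 genes higher with oxygen in both strains (222 for independent lists, Fisher's exact p = 1.67e-140) and 470 lower in both (229 for independent lists, p = 1.17e-132 by the same exact test). In the mutant hcp rose by 3.28 ± 0.08, ZMO_1732 by 2.69 ± 0.11, gorA by 2.14 ± 0.08, ZMO_1060 by 2.1 ± 0.08 and the catalase gene ZMO_0918 by 2.25 ± 0.14. The falls of the glucose to ethanol pathway included -0.80 ± 0.05 for ZMO_1360 and -0.85 ± 0.05 for ZMO_0366. The rise of sufB with oxygen was 0.80 ± 0.05 in the mutant, and those of pspA and ZMO_1062 were 3.03 ± 0.11 and 3.53 ± 0.13.

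Of the 25 lists 14 passed camera at the preset correlation in the mutant and 0 with an estimated one. All 6 Fe-S cluster assembly, 5 oxidative stress defence and 4 phage shock genes rose (adjusted p = 0.261, 0.227 and 0.261 with an estimated correlation). So did 104 of 137 plasmid genes, with 4 lower, and 5 of 6 sulfur assimilation genes (adjusted p = 0.274 and 0.367 with an estimated correlation). All 9 ATP synthase genes, 13 of 14 glucose to ethanol genes, 49 of 51 ribosomal protein genes and 12 of 13 purine synthesis genes fell (adjusted p = 0.261, 0.367, 0.274 and 0.267 with an estimated correlation). The other 5 that passed were respiratory chain (4 of 9 higher, 0 lower, 4 also when adjusted over the list alone, with a median of 0.01 and a mean of 0.57), isoprenoid and hopanoid synthesis (12 higher and 3 lower of 15), oxidative stress by symbol (5 and 2 of 10), histidine synthesis (0 and 6 of 8) and aminoacyl-tRNA synthetases (1 and 12 of 18). Their adjusted p with an estimated correlation was 0.334 for the last and 0.261 for the others. Adjusted over the list alone, the counts of the lists above were again 6, 5, 104 and 4, 5, 9 and 13 for those fixed in advance. In total 1376 genes were called in the mutant, 711 higher and 665 lower with oxygen, and 170 changed at least 2-fold (151 higher, 19 lower). The split was 885 and 456 without composition normalization and 847 and 431 on log2(FPKM + 1).

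The plasmid genes were also split by plasmid, after the values were seen and with no test between plasmids. On pZM36, 40 of 45 genes rose and 2 fell against aerobic WT, with a median log2 fold change of 0.78 and quartiles of 0.45 and 0.89. The medians were 0.20 over the 38 genes of pZM33, 0.15 over the 29 of pZM39 and 0.07 over the 25 of pZM32, and the last was -0.01 without composition normalization. Leaving out mutant aerobic replicate B gave 0.078 for pZM39, and leaving out replicate C gave 0.106 for pZM32. Without oxygen the pZM36 median was 0.14 (0.057 without WT anaerobic replicate A), with 9 genes higher and 0 lower (5 and 0 without WT anaerobic replicate B or mutant anaerobic replicate A, and 7 and 2 without WT anaerobic replicate A), and the median interaction of its genes was 0.60, with 27 positive and 0 negative.

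**Figure D5:**
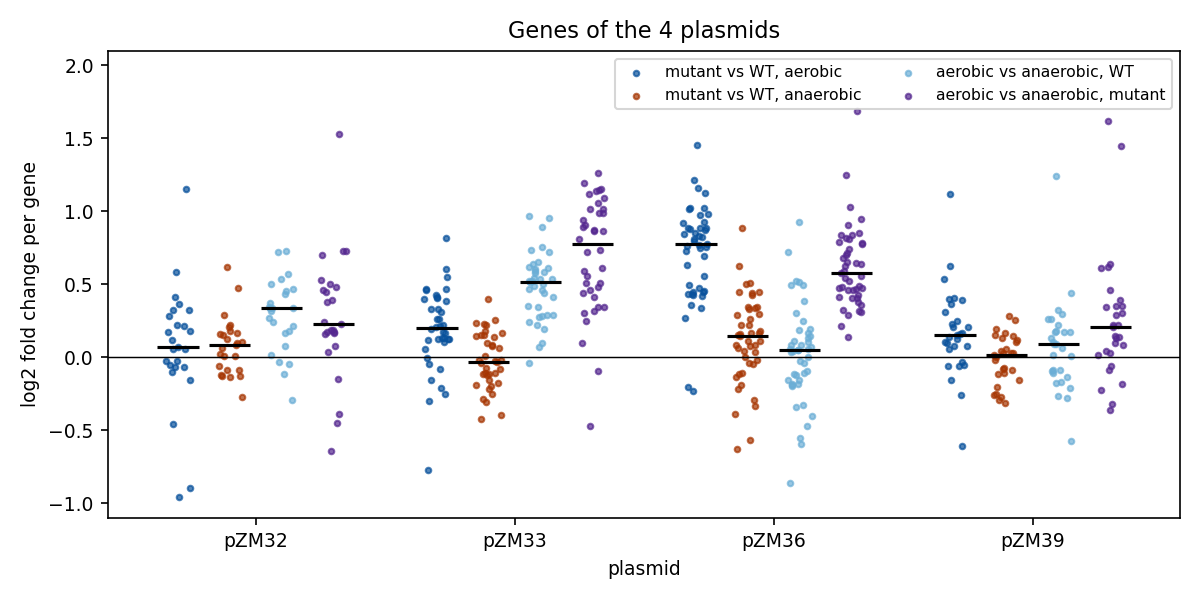
Log2 fold change of each gene of the 4 plasmids in the 2 genotype and 2 oxygen comparisons, with black bars for the medians. The pZM36 genes have a median of 0.78 in the aerobic mutant against aerobic WT and 0.14 in the anaerobic pair.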

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

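The tests of the explanations in this part were chosen after the results were seen, except the counts over other splits of the libraries, which were planned.

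The effect of the deletion differed between growth with and without oxygen, by a direct test of the difference, in 767 of 1896 genes. Of 44 named genes looked at here, 32 passed and are listed below, and 12 did not. The named genes past the threshold include 10 that were chosen by their small p in this same test. Others were chosen for large changes in a genotype comparison that enters the interaction, so that choice favours them too. ZMO_0422 is the deleted gene itself. The aerobic minus the anaerobic mutant to WT log2 fold change was positive for ZMO_1062 (4.0), pspB (2.55), pspC (2.54), pspA (2.47), ZMO_1807 (2.46), ZMO_1034 (2.45), ZMO_1045 (2.29), ZMO_0374 (1.79), ZMO_1529 (1.29), ZMO_1701 (1.05), ZMO_2001 (0.90), ZMO_0375 (0.90), ZMO_1286 (0.74), ZMO_0414 (0.42), ZMO_0020 (0.40) and ZMO_1784 (0.28). The values of ZMO_0374 and ZMO_0375 lean on WT anaerobic replicate C, without which their anaerobic changes were smaller, as given above. It was negative for ZMO_0422 (-1.75), ZMO_0426 (-1.56), sufC (-1.54), sufB (-1.50), ZMO_1437 (-1.44), ZMO_0902 (-1.41), ZMO_1457 (-1.36), ZMO_0427 (-1.31), ZMO_1334 (-1.17), ZMO_0428 (-1.05), ZMO_1983 (-1.0), ZMO_1458 (-0.93), ZMO1_RS09340 (-0.93), ZMO_0429 (-0.73), ZMO1_RS09265 (-0.56) and ZMO_0128 (-0.49).

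Exchanging strain labels within each gas condition gave 100 relabellings, of which 2 called at least 767 genes, the real one included. The other one called 840 genes. It kept all 3 WT libraries together in both conditions and exchanged the strains in the anaerobic one alone, so by construction it adds both genotype effects. Relabellings that mix the strains also put the genotype effects into the spread within groups, so the share does not isolate the interaction and leaves chance undecided for its count. For each comparison of 2 groups the 6 libraries make 10 splits, too few for a share under 0.05, and 1 of 10, the real one, called as many genes. The real counts and the highest other counts were 1004 and 0 for the aerobic and 432 and 0 for the anaerobic genotype comparison, and 1246 and 2 in WT and 1376 and 0 in the mutant for oxygen.

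Reads of ZMO_0422 in the mutant libraries are the first pattern followed up. If all of them came from edges of the raised suf transcripts, ZMO_0422 and sufB would change alike with oxygen in the mutant, but sufB changed 0.42 ± 0.11 more on the log2 scale, which argues against such reads as the whole source. WT cells in the mutant cultures could also give them. The share needed is 16.2% with oxygen and 54.4% without, 0 of 1895 other genes lay below these shares of their WT level at adjusted p under 0.05 by a one-sided edgeR test, and 0 and 6 did at unadjusted p under 0.05. This cannot be told apart from a partial deletion that keeps part of the gene, because no other gene is known to be silent in the mutant. WT cells at such unequal shares would shrink the anaerobic mutant to WT changes more than the aerobic ones. The lower anaerobic count, the interaction calls and the oxygen changes in the mutant could be affected, and this was not tested.

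The rise of ZMO_0430 and dapD beside the suf genes is the second. A single duplicated segment as the only cause would raise the suf genes and dapD alike. With oxygen sufB rose 2.21 ± 0.09 more than dapD on the log2 scale, which argues against that. The comparison cannot speak to a duplication beside a separate rise of the suf genes, because sufB would then exceed dapD as well. Transcription that runs on from the suf genes may explain the rise: the FPKM gained by ZMO_0430 and dapD in the mutant was 1.99 ± 0.09 times as large with oxygen as without, against 1.82 to 1.97 for the 6 suf genes. By gene the ratio was 2.24 ± 0.16 for ZMO_0430 and 1.72 ± 0.09 for dapD, on opposite sides of that range and each within 2 SE of it, so this stays open. A separate response of both genes to the deletion was not tested.

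The third is the rise of pZM36 genes in the aerobic mutant. Residual plasmid DNA as the only source would add alike to every gene that is mapped equally well. Genes were split by FPKM in the anaerobic WT libraries, which do not enter the gain. The median FPKM gained was 3.45 times as large in the 22 highest as in the other 23 (95% bootstrap interval 2.11 to 9.28). For equally mapped genes this argues against DNA as the whole source, but not against DNA beside another source. Whether the genes differ in reads lost to low mapping quality was not tested. The median log2 change was still 0.70 without composition normalization and 0.71 without mutant aerobic replicate B, the lowest value on leaving out 1 mutant library, so neither the scaling nor 1 library accounts for it. A candidate explanation that stays open is more copies of the plasmid in the aerobic mutant cells, which was not tested, and neither was a response of its genes to the deletion.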

How the results depend on the processing

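The 2-fold limit, the fit without composition normalization and the fit without ZMO_0422 to ZMO_0430 were chosen after seeing the data. With at least a 2-fold change required, the counts fell, by construction, to 53 (aerobic) and 17 (anaerobic) for genotype, 112 (WT) and 170 (mutant) for oxygen and 63 for the interaction. The anaerobic genotype count was 207 with limma on log2(FPKM + 1), on log2(FPKM + 0.1) and with the FPKM filter, and the cause was not tested. Leaving out 1 library gave 84.7% to 95.4% of the 1004 genes for genotype with oxygen and 215 to 590 genes without, 1129 to 1225 in WT and 1296 to 1349 in the mutant for oxygen and 634 to 874 for the interaction. The highest anaerobic genotype count, 590, came without WT anaerobic replicate A. The remaining alternatives kept each count within 1.5 times. Replicate letters did not meet the rule fixed for pairing, that every same-lettered pair in a comparison correlate over 0.1. Of 12 pairs of same-lettered libraries 4 did (-0.225 to 0.269), and 7 of 12 libraries correlated best with their own letter. In WT the aerobic and anaerobic libraries correlated at 0.269 for A, -0.15 for B and 0.266 for C, so pairing stays undecided. The replicate block gave 985, 395, 1217 and 751 genes and, for oxygen in the mutant, 98.8% of the main count. Of 467 named results past the threshold, 403 stayed past it with the same sign under every alternative run and 63 were lost with the same sign under at least 1 (dnaK in WT was lost only where its sign turned), the largest of these being ZMO_0902 (-1.07). The sign turned for 7 weak oxygen results when composition scaling was absent, which moves all genes up. In WT, with log2(FPKM + 1) or the FPKM filter, with log2(FPKM + 0.1) and without composition normalization, dnaK gave 0.0546, 0.0546 and 0.0553, grpE 0.0776, 0.0777 and 0.0796, dnaJ 0.118, 0.119 and 0.119, csy1 0.186, 0.188 and 0.188, csy3 0.185, 0.186 and 0.186, and ZMO_1411 0.198, 0.198 and 0.198. In the mutant dnaJ gave 0.0599, 0.0599 and 0.0558. Leaving out rRNA and tRNA genes was not run, as 0 of the genes that could be annotated were of these kinds.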

Other observations

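The tests of ZMO_0435 and gmk and those without composition normalization were chosen after the results were seen, and the lists for methionine, heme and histidine synthesis, oxidative stress by symbol, aminoacyl-tRNA synthetases, cytochrome c maturation and CRISPR were added after the files were opened and before any fold change was computed. The nitrogen fixation and Rnf list and the methionine synthesis list each had members that rose and members that fell in the aerobic mutant. Of 30 genes of the nitrogen fixation and Rnf list, 5 rose and 2 fell in the aerobic mutant (3 and 2 when adjusted over the list alone; camera adjusted p = 0.957), with rsxA of the Rnf complex up by 0.37 ± 0.04 and ZMO_1838 at -0.70 ± 0.15, and the median of the list was 0.075 (0.038 to 0.08 on leaving out 1 library) but -0.001 without composition normalization. Of 9 methionine synthesis genes 1 rose and 5 fell (adjusted p = 0.201), with -0.37 ± 0.07 for metE and -0.34 ± 0.06 for metH. The 14 genes of the glucose to ethanol pathway had 8 higher and 0 lower in the aerobic mutant (9 and 0 when adjusted over the list alone; adjusted p = 0.262), with both alcohol dehydrogenase genes up, adhP by 0.86 ± 0.11 and yiaY by 0.47 ± 0.05. The oxidative stress defence list had 4 genes higher and 1 lower (4 and 1 when adjusted over the list alone; adjusted p = 0.602), with catalase ZMO_0918 up by 0.61 ± 0.13 (0.38 without mutant aerobic replicate B), and 7 of 10 genes of the list by symbol rose and 1 fell, with msrA up by 0.76 ± 0.10 (adjusted p = 0.257). In the respiratory chain list of 9, 1 rose (ZMO_1844, 0.78 ± 0.06) and 1 fell (1 and 1 when adjusted over the list alone; adjusted p = 0.952).

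With oxygen in WT, heme synthesis (0 higher and 6 lower of 8, hemW at -0.54 ± 0.04), histidine synthesis (0 and 6 of 8, hisH at -0.61 ± 0.05) and aminoacyl-tRNA synthetases (2 and 10 of 18, serS at -0.62 ± 0.04) had camera adjusted p = 0.0942, 0.0603 and 0.0742, and the median of the last list turned from -0.11 to 0.11 without composition normalization. The ferrous iron transporter gene feoB rose by 1.32 ± 0.06 in WT and 1.34 ± 0.06 in the mutant, while the other gene of the iron uptake list, ZMO_1411, a regulator of the Fur family, was at -0.02 ± 0.04 (adjusted p = 0.746) and 0.18 ± 0.04. Without composition normalization the WT value of ZMO_1411 was 0.20 (adjusted p = 0.00146), past the threshold with the opposite sign. That list had 1 gene higher in WT and 2 in the mutant (1 and 2 when adjusted over the list alone). Of 3 cytochrome c maturation genes 2 rose in WT (2 rose and 1 fell when adjusted over the list alone; adjusted p = 0.726), with ccmA at 0.41 ± 0.09 and ccmE at 0.19 ± 0.06, and of 6 CRISPR genes 1 fell, csy2 at -0.24 ± 0.05 (adjusted p = 0.744; -0.02 without composition normalization).

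Among the genes beyond dapD, ZMO_0435 was singled out after its values were seen. It rose by 1.51 ± 0.09 in the aerobic mutant (420 ± 48.6 to 1195 ± 99.1 CPM; adjusted p = 4.09e-08) and had 0.22 ± 0.09 in the anaerobic one (adjusted p = 0.0912), with an interaction of 1.29 ± 0.13 (adjusted p = 9.36e-06). Between it and dapD lies gmk, singled out in the same way, which fell by 0.36 ± 0.04 with oxygen (adjusted p = 4.41e-06).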
